A study of Mus musculus with 7 samples. Its data were reported in "Ovarian ERβ cistrome and transcriptome reveal chromatin interaction with LRH-1" (2023).

How the data were processed

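The data were chromatin immunoprecipitation followed by sequencing (ChIP-seq) of mouse ovary with an antibody against estrogen receptor beta (ERβ), the nuclear receptor encoded by Esr2. In this assay, chromatin is cross-linked and sheared, the fragments held by the antibody are sequenced, and the signal at each position is compared with that of sheared chromatin sequenced without the antibody step (input). Files of 5 libraries were analysed: 3 ERβ ChIP replicates and 2 inputs, all from ovaries that express ERβ. The 2 ERβ ChIP samples from knockout ovaries were not analysed here. Inputs cannot show what the antibody pulls down without ERβ, so whether each site depends on ERβ was not tested. The study used the knockout ChIP in place of input as a check, and most of its sites were found again, though not all. Groups and replicate numbers were taken from the sample titles.

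According to the methods of the study, the authors aligned the reads with STAR to the mouse assembly GRCm38 (mm10) with spliced alignment switched off, used uniquely mapped reads, and worked with HOMER. Each deposited file is a genome track of one library, and libraries were not pooled. Its values are signal (coverage) that the authors normalised to a common library total. The sum of signal times length was 928 to 948 M per library, which is what about 10 M tags of 100 bp would give. Each value is a mean over a segment of variable length and is rounded to 2 decimals, the smallest value being 0.05. The median segment spanned 486, 481 and 486 bp in ChIP replicates 1, 2 and 3, 269 bp in Input replicate 1 and 519 bp in Input replicate 2, so the inputs were stored at unequal resolution. How duplicate reads were treated and which fragment length was used to make the tracks is not stated. Single tags cannot be read from averaged values, so the depth of each library is unknown from the files, and no counting interval was computed.

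Chromosome ends in all 5 tracks lay within the GRCm38 lengths, and the sequence and the GENCODE vM21 annotation (139486 transcripts) of that assembly were used. The autosomes and chromosome X entered every comparison. They held from 99.7% to 99.8% of the signal of each library, and chromosome Y, the mitochondrion and the unplaced contigs were left out of the comparisons.

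Sites were called in each ChIP library from the mean signal in 200-bp windows at steps of 10 bp. A local maximum was kept when it was over 4 times the mean of the 2 inputs in the same window, with the input set to at least its genome mean, and over 4 times the mean of the same library in the surrounding 10 kb. A height threshold was then set at the lowest signal at which the inputs, each called against the other, gave at most 0.001 as many maxima as the ChIP library. The plan gave the height rule for all maxima. Regions of extreme signal were present in all 5 libraries, and over all maxima the inputs stayed above that share at every height looked at. The rule was therefore applied to maxima that also passed both fold criteria, and this reading was chosen after the numbers of maxima under both readings had been seen. Sites with centres within 200 bp of each other were treated as 1 site, and sites in at least 2 of 3 replicates were analysed further, following the study. The fold over input was also read in the ChIP library that was not used to call the sites (held-out fold). This removes the selection on the ChIP library but not that on the inputs, which were the same in the calls and in the fold.

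For a comparison across the whole genome, windows of 1 kb with a mean signal of at least 0.1 over the 5 libraries were tested with limma (lmFit and eBayes with a trend) on log2(signal + 0.5), 3 ChIP libraries against 2 inputs, with Benjamini-Hochberg adjustment over all windows. Fold changes from this test are on the log2(signal + 0.5) scale, which understates changes where signal is low. The study compared tag counts, which the tracks do not hold. Correlations were computed across the same windows, which are not independent replicates.

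Each site was assigned, in this order, to promoter (1 kb upstream to 100 bp downstream of a transcription start site, TSS), transcript end (TTS, 100 bp upstream to 1 kb downstream), coding exon, 5' or 3' UTR, other exon, intron or intergenic sequence. In the 200 bp around each site, the estrogen response element (ERE, GGTCANNNTGACC) was searched with at most 2 mismatches in its 10 fixed bases, and the motifs NR5A (YCAAGGTCA), GATA (BNWGATAA), AP-1 (TGASTCA) and FOXO (TGTTTAC) were searched without mismatch on both strands. The background was 5 windows of 200 bp per site from the same chromosome, with GC content within 2 percentage points, input signal of at least 0.5 times its genome mean and a distance over 1 kb from any site. Sites and background were compared by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 8 locations or the 6 motif tests. Median folds were compared with a permutation test of 100000 resamples. Group means of single values were compared with an exact permutation test. The 10 splits of 3 and 2 libraries cannot give a one-sided p below 0.1.

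Before the data were examined, the comparisons and their tests, the alternatives and the rules for the named items were fixed. Named items were the 5 sites with the highest mean fold among those called in all 3 replicates, the 3 windows with the smallest p in each direction, and 20 genes that the study discusses (Greb1, Cyp11a1, Fkbp5, Cry2, Esr2, Esr1, Nr5a2, Nr5a1, Pgr, Nrip1, Gata4, Inha, Hsd17b1, Fshr, Tgfbr1, Dhh, Angpt2, Bhmt, Lrp8 and Runx2), with full values for 6 of them. The alternatives covered the fold, height and distance rules of the calls, the scaling of the tracks, each input alone, the pseudocount, filter and size of the windows, each ChIP replicate left out, the background windows, the promoter definition, the annotation, and the motif window and mismatches. A further 8 alternatives were chosen after seeing the data, among them the removal of GC content and a batch term. The batch was read from the track names. A prefix of letters (RI) starts the names of ChIP replicates 2 and 3 and Input replicate 2. It is missing in ChIP replicate 1 and Input replicate 1. Whether the prefix marks a batch of processing was not tested.

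Site calling, the motif search and the limma test were tried on simulated data. Short checks of the background windows, the permutation test of medians and Fisher's exact test were also run, and their values are not given here. The exact permutation test of group means was not tried. On 1 simulated chromosome, at the density of 25 M tags per genome and with 200 planted sites, the caller recovered 2% of sites planted at 3-fold, 80% at 6-fold, 100% at 10-fold and 100% at 20-fold over background, with 0 false sites. The simulated background followed the inputs smoothed over long stretches, so it held no narrow peaks of input signal. The 0 false sites therefore say little about false calls in the real tracks. The motif search recovered 100% of 200 planted copies of each motif. In 200000 simulated windows with the spread of the real ones (SD 0.16 on the log2 scale), of which 200 were shifted, limma recovered 100% of shifts of 1 and 100% of shifts of 2 on the log2 scale, and called 14 unshifted windows. Analyses were run in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1).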

Results

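ERβ acts as a transcription factor in the ovary, where it binds DNA at estrogen response elements. To map where ERβ bound chromatin in the intact tissue, the study performed ChIP-seq on ovaries of C57BL/6J mice and compared the signal with inputs. The data analysed here were 3 ERβ ChIP replicates and 2 inputs. Total normalised signal was close to equal between libraries, with genome means from 0.371 in ChIP replicate 1 to 0.379 in Input replicate 1. Depth could not be read from the tracks, so the replicates alone set the precision of each value.

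The first question was where ERβ ChIP signal exceeded input in each replicate. The calls gave 3628 sites in ChIP replicate 1, 5132 in replicate 2 and 4954 in replicate 3. The height threshold was 2.03, 1.89 and 1.93 in signal units, respectively. On average 9 input maxima passed the same fold criteria, and between 3.5 and 5 of them also reached the height threshold. After merging, 6523 sites were present in any replicate, 4268 in at least 2 replicates and 2921 in all 3 replicates. Of the sites in at least 2 replicates, 68.4% were found in all 3. Among those that each replicate itself held, the share was 86.2%, 70.9% and 74.0% in ChIP replicates 1, 2 and 3 (SD 8.06, n = 3). Between pairs of replicates, from 62% to 89.3% of the sites of one were present in the other, whereas sites placed at random on the same chromosomes coincided at no more than 0.234% in any of 100 rounds. The alternative that moved these counts most was a height threshold at a false discovery rate of 0.0001, which left 1274 sites in at least 2 replicates and 886 in all 3. With so few input maxima, that rule put the threshold just above the highest of them, at 5.825 in all 3 replicates. The drop was therefore set by that single maximum, and it does not estimate a rate of 0.0001. With each ChIP library called against the input of its own track-name batch, an alternative chosen after seeing the data, 4405 sites were in at least 2 replicates and 2784 in all 3.

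Signal at sites was next measured in the replicate that had not been used to call them. The median fold over input was 5.93 in ChIP replicate 1 (3799 sites called in both others), 8.38 in replicate 2 (3071 sites) and 7.94 in replicate 3 (3239 sites), with a mean of 7.42 ± 1.31 (SD, n = 3). Only the ChIP library was held out, and both inputs had also been used in the calls. At the same sites, the median of Input replicate 1 over Input replicate 2 was 1.15 for all 3 sets, and that of Input replicate 2 over Input replicate 1 was from 0.845 to 0.848. In the held-out library, 77.1%, 94.9% and 90.9% of the sites were over 4-fold in ChIP replicates 1, 2 and 3. The largest change came from requiring 8-fold in the calling libraries, which raised the mean held-out fold to 12.9. Averaged over the 4268 sites, the 100 bp at the site centre had a mean signal of 5.23, 6.66 and 6.68 in the ChIP replicates and of 0.704 and 0.597 in the inputs.

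**Figure D1:**
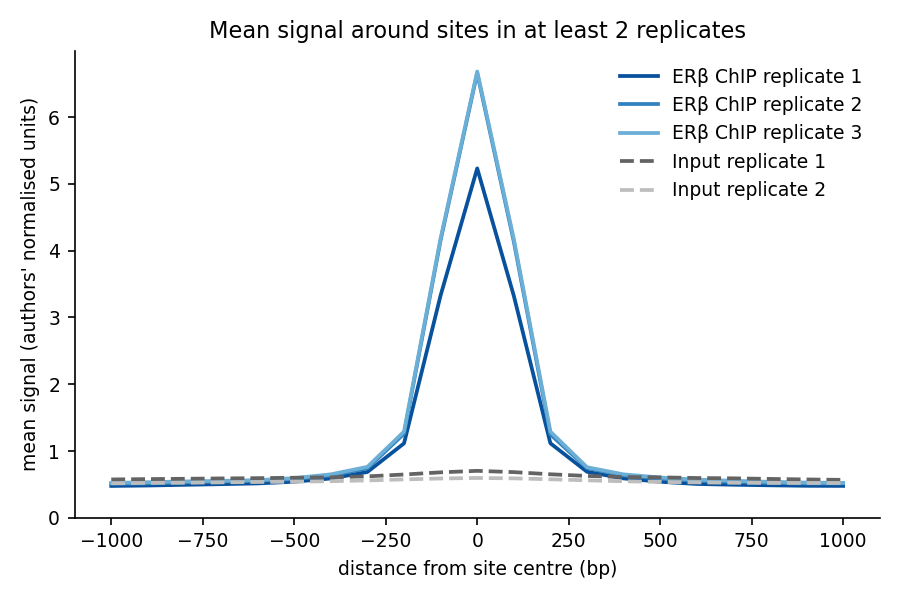
Mean signal (authors' normalised units) in 100-bp bins against the distance from the site centre (bp), averaged over the 4268 sites in at least 2 replicates, with a solid line for each ChIP replicate and a dashed line for each input. The ChIP replicates peak at 5.23, 6.66 and 6.68, and 1 kb upstream all 5 libraries lie between 0.478 and 0.575.

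Whether the whole genome held further differences between ChIP and input was tested with limma over 2430645 windows of 1 kb. At an adjusted p under 0.05, 2326 windows were higher and 65 were lower in ChIP. Of the higher windows, 97.4% held a site called in at least 2 replicates, and 0 of the lower windows held a site called in any replicate. At an unadjusted p under 0.05, 46256 windows were higher and 80926 lower. The spread between libraries of a group was 0.16 on the log2 scale (SD), with 0.18 in the ChIP group and 0.12 in the inputs. Single libraries decided part of the counts. Without ChIP replicate 2, 1261 windows were higher and 10 lower, and without ChIP replicate 3, 2456 were higher and 683 lower. Removing the GC content of the windows from each library, an alternative chosen after seeing the data, gave 3705 higher and 49 lower windows. These included 2321 of the 2326 and 31 of the 65. At an unadjusted p under 0.05, that setting gave 48678 higher and 59317 lower windows. Lower windows thus stayed in excess, by less than before, so the excess depended on GC content in part. With the track-name batch as a term, also chosen after seeing the data, 2251 windows were higher and 120 lower. Each batch held 1 input, and no test was run within a batch. In the batch of ChIP replicate 1 and Input replicate 1, the median log2 fold change was 1.01 over the 2326 higher windows and -0.73 over the 65 lower windows. In the batch of ChIP replicates 2 and 3 and Input replicate 2, it was 1.31 and -0.66. The windows had been chosen on the same libraries, so the shared direction follows largely from that choice.

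The higher window with the smallest p lay at chromosome 16, 17856001 to 17857000 (mm10), in intron 6 of 9 of a Dgcr2 transcript, with a log2 fold change of 3.02 (SE 0.25, limma adjusted p = 8.76e-09). Its signal was 6.49, 8.12 and 8.87 in the ChIP replicates and 0.589 and 0.448 in the inputs. It was followed by a window at chromosome 7, 29355001 to 29356000, in intron 3 of 12 of Sipa1l3 (log2 fold change 2.75, SE 0.23) and an intergenic window at chromosome 4, 149887001 to 149888000, at 16.5 kb from the TSS of Gm13070 (3.22, SE 0.28). Each of these 3 windows held a site in at least 2 replicates. The lower window with the smallest p was intergenic, at chromosome 3, 43299001 to 43300000, with a log2 fold change of -0.64 (SE 0.10, limma adjusted p = 0.000447). Its signal was 0.035, 0.046 and 0 in the ChIP replicates and 0.266 and 0.381 in the inputs. The next was intergenic at chromosome 1, 87467001 to 87468000, at 2.77 kb from the TSS of Snorc (-0.73, SE 0.12). The third lay at chromosome 7, 96198001 to 96199000, in intron 1 of 32 of Tenm4 (-0.56, SE 0.10, limma adjusted p = 0.00266), and its adjusted p was 0.0564 without ChIP replicate 1, 0.0685 without ChIP replicate 2 and 0.0592 with GC content removed.

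Agreement between libraries over all windows was described by correlation. Across the 1-kb windows, the mean Pearson r of log2 signal was 0.392 ± 0.033 (SD over 3 pairs) between ChIP replicates (Spearman rho 0.267 ± 0.0353), 0.451 ± 0.0809 (SD over 6 pairs) between ChIP and input (rho 0.37 ± 0.0813), and 0.684 between the inputs (rho 0.61). Within track-name batches, ChIP replicate 1 and Input replicate 1 had an r of 0.415, and ChIP replicates 2 and 3 had 0.42. Input replicate 2 had 0.413 with ChIP replicate 2 and 0.522 with ChIP replicate 3. Across batches, Input replicate 1 had 0.475 with ChIP replicate 2 and 0.552 with ChIP replicate 3, while Input replicate 2 had 0.3315 with ChIP replicate 1. ChIP replicate 1 had 0.401 with ChIP replicate 2 and 0.3555 with ChIP replicate 3. On log2 signal, ChIP replicates thus correlated less with each other than the inputs did. The scale moved these values most and changed this order: on raw signal, the mean r was 0.941 between ChIP replicates, 0.891 between ChIP and input and 0.924 between the inputs. Over raw signal without the 130 windows in which an input was over 10 times its genome mean, a setting chosen after seeing the data, the mean r was 0.505 between ChIP replicates, 0.414 between ChIP and input and 0.686 between the inputs.

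The share of the total signal that lay in the sites was 0.507% ± 0.0635 (SD, n = 3) in ChIP and 0.0585% ± 0.00619 (SD, n = 2) in input. All 3 ChIP replicates (0.434%, 0.544% and 0.544%) were above both inputs (0.0629% and 0.0541%), within each track-name batch as well. The exact permutation test gave a one-sided p = 0.1, the smallest that 3 against 2 libraries allow. The sites had been called on the excess of these ChIP libraries over these inputs, so the direction was given by the calls and the test says nothing further about it. Widening each site to 500 bp moved the share most, to 0.751% in ChIP and 0.143% in input. When each replicate was measured at the sites called in the other two, the share was 0.439% ± 0.0315 (SD, n = 3) in ChIP and 0.0466% ± 0.00495 (SD, n = 2) in input, where the inputs had still taken part in the calls.

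Location in the annotated genome was then compared with GC-matched background windows. Introns held 46.3% of the 4268 sites (46.4% ± 0.976 over the replicates, SD, n = 3) against 42.4% of background windows (odds ratio 1.17, Fisher's exact test, adjusted p = 8.44e-06). Intergenic sequence held 33.7% against 38.3% (odds ratio 0.818, adjusted p = 7.9e-08). Promoters held 9.77% (10.2% ± 1.66 over the replicates, SD, n = 3) against 7.92% (odds ratio 1.26, adjusted p = 0.000163), and coding exons held 1.9% against 2.98% (odds ratio 0.629, adjusted p = 0.000124). Among TTS, 5' UTR, 3' UTR and other exons, the adjusted p ranged from 0.368 to 0.951. Introns and intergenic sequence together held 80.0% of sites and 80.7% of background windows, a difference that was not significant (Fisher's exact test, p = 0.309). The sign of that difference depended on the setting: with protein-coding transcripts only, the setting that moved the share most, 88.2% of sites and 87.6% of background windows were in introns or intergenic sequence, and promoters held 5.6% of sites against 4.41%. For sites with a fold of at least 8, the promoter share was 9.37% against 8.06% (adjusted p = 0.191).

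Among the 1978 sites in introns, 48% were in intron 1 against 43.7% of 9047 background windows in introns (odds ratio 1.19, Fisher's exact test, p = 0.000517, adjusted p = 0.000689 over 4 tests). Intron 2 held 19.2% of both, and later introns held 32.9% against 37.2% (odds ratio 0.828, adjusted p = 0.000608). The median distance to the nearest TSS was 8532 bp for sites and 10479 bp for background windows.

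**Figure D2:**
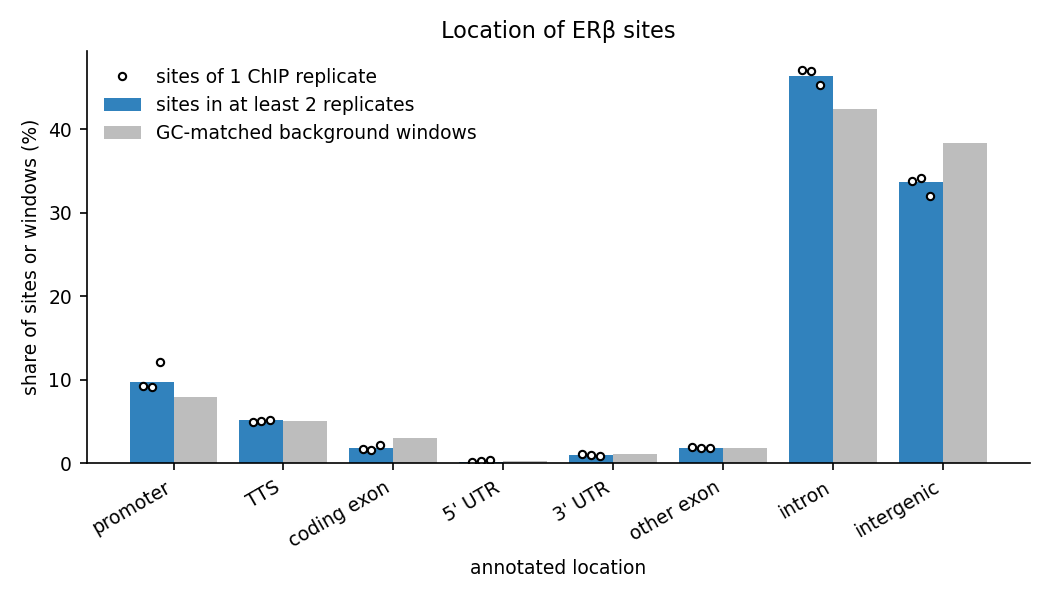
Share (%) of the 4268 sites in at least 2 replicates (blue bars) and of 21340 GC-matched background windows (grey bars) in each annotated location, with an open circle for the sites of each single ChIP replicate. Introns hold 46.3% of sites against 42.4% of background windows, and intergenic sequence holds 33.7% against 38.3%.

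To ask which sequences lay under the sites, motif matches in 200 bp were compared with the same background. The ERE was present at 69.4% of sites (67.7% ± 0.881 over the replicates, SD, n = 3) and in 8.67% of background windows (odds ratio 23.9, Fisher's exact test, adjusted p = 6e-300, the smallest value computed). NR5A was present at 7.24% (7.14% ± 0.202 over the replicates) against 0.834% (odds ratio 9.28, adjusted p = 1.4e-120). NR5A shares a half-site with the ERE, and matches that overlapped no ERE match were present at 5.04% against 0.665% (odds ratio 7.92, adjusted p = 1.06e-77). GATA was present at 21.7% (21.8% ± 1.08 over the replicates) against 9.73% (odds ratio 2.58), AP-1 at 6.75% (6.61% ± 0.27) against 3.36% (odds ratio 2.08) and FOXO at 4.87% (4.8% ± 0.0445) against 2.03% (odds ratio 2.47). The adjusted p of these 3 motifs was 8.62e-95, 4.39e-22 and 4.7e-23. The number of mismatches moved the ERE share most: it was 34.3% of sites against 0.609% of background windows with at most 1 mismatch, and 6.7% against 0.0187% with none. In 400 bp, GATA was present at 33.7% of sites against 20.6% of background windows.

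**Figure D3:**
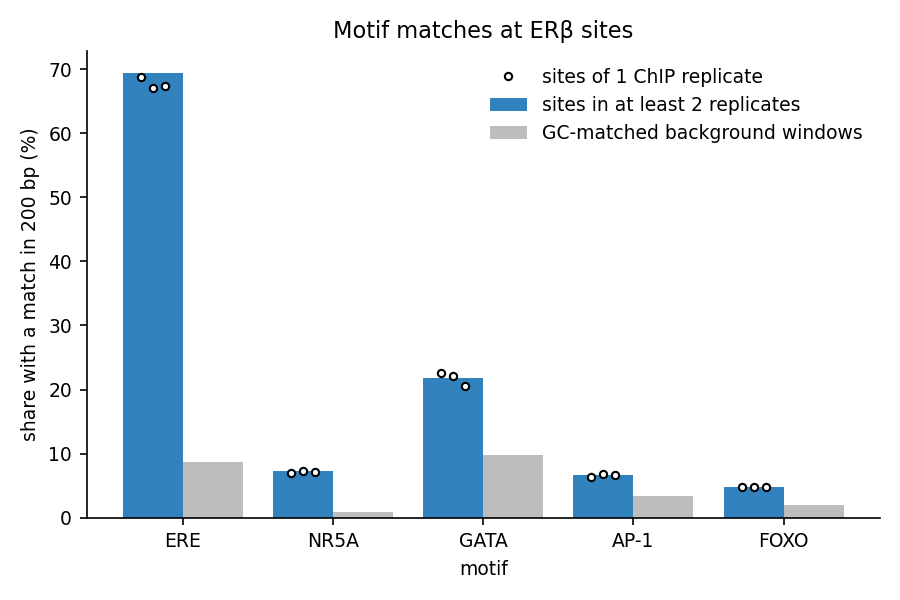
Share (%) with a match in 200 bp for each motif, in the 4268 sites in at least 2 replicates (blue bars) and in 21340 GC-matched background windows (grey bars), with an open circle for the sites of each single ChIP replicate. The ERE is present at 69.4% of sites and in 8.67% of background windows, and each of the other motifs is also above its background.

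ERE matches lay close to the site centre, at a median distance of 16 bp, and 70.4% were within 25 bp. In background windows with an ERE match, the median distance was 48 bp and 26.6% were within 25 bp. The 2961 sites with an ERE match were stronger than the 1307 without one, with median log2 folds over input of 2.79 and 2.58 (difference 0.21, two-sided permutation test, p = 1e-05, the smallest that 100000 resamples give). The same difference was 0.18, 0.19 and 0.24 in ChIP replicates 1, 2 and 3, so it was present in 3 of 3 replicates. It moved most when ChIP signal was not divided by input, to 0.09 on the log2 scale (permutation p = 0.003). By the number of mismatches of the best match, the median log2 fold was 2.96 with 0 (286 sites), 2.84 with 1 (1176 sites), 2.73 with 2 (1499 sites), 2.59 with 3 (1102 sites) and 2.49 with 4 (199 sites). A further 6 sites had 5 or more mismatches, with a median of 3.36.

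**Figure D4:**
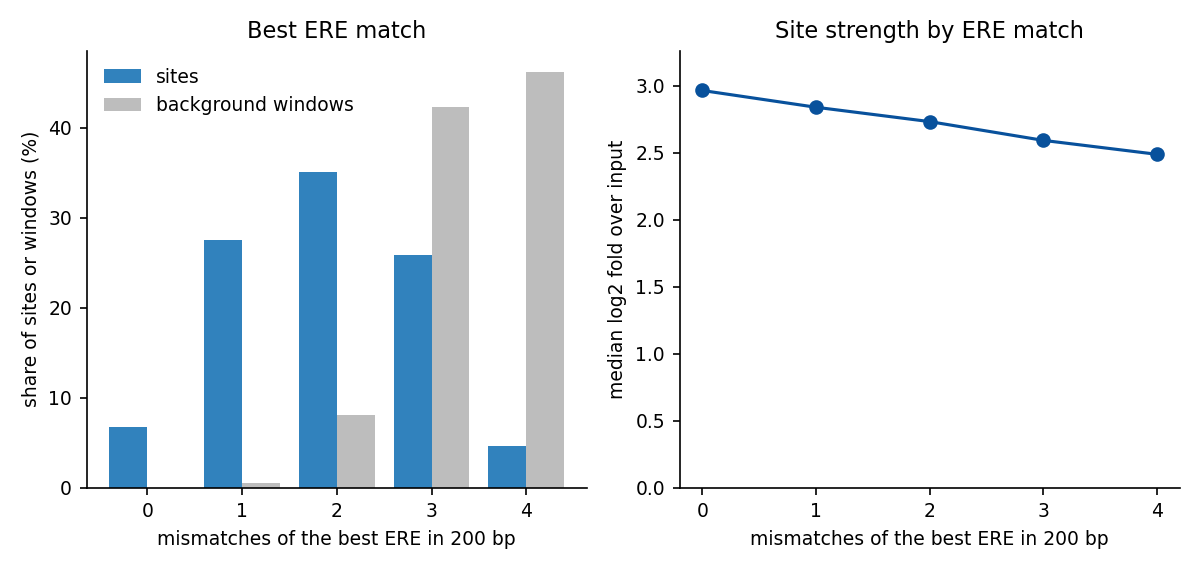
Left, share (%) of the 4268 sites (blue bars) and of 21340 background windows (grey bars) by the number of mismatches of the best ERE in 200 bp. Right, median log2 fold over input of the sites in each class (points joined by a line), which goes from 2.96 with 0 mismatches to 2.49 with 4.

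The 5 strongest sites called in all 3 replicates had mean folds from 46.2 to 68.1. The first was at chromosome 16, 17856081 to 17856280 (mm10), in intron 6 of 9 of a Dgcr2 transcript, with a fold of 68.1 ± 12.4 (SD, n = 3). Its best ERE, GGCCAGCCTGACC, lay at 17856145 to 17856157 and had 1 mismatch, and with 10 bp on each side the plus-strand sequence was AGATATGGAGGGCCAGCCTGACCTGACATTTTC. The second was intergenic at chromosome 9, 57938831 to 57939030, 1.18 kb upstream of the TSS of Sema7a, with a fold of 52.2 ± 3.02 (SD, n = 3). Its best ERE, GGGCATCCTGCCC, at 57938919 to 57938931, had 2 mismatches. The third was intergenic at chromosome 6, 100059941 to 100060140, 68.8 kb upstream of the TSS of Gm33201, with a fold of 51.3 ± 5.99 (SD, n = 3). It contained an ERE with 0 mismatches, GGTCAACCTGACC, at 100060061 to 100060073, flanked as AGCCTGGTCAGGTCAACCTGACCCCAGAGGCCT. Against Input replicate 1 alone the fold of this site was 41.4, and against Input replicate 2 alone it was 67.3. The fourth was intergenic at chromosome 11, 78814551 to 78814750, 9.74 kb upstream of the TSS of Gm23219 and 11.9 kb upstream of the protein-coding gene Lyrm9, with a fold of 47.4 ± 7.65 (SD, n = 3). Its best ERE, GGTGACCGTGCCC, had 2 mismatches. The fifth was at chromosome 14, 63164691 to 63164890, in a non-coding exon 0.245 kb downstream of a TSS of Fdft1, with a fold of 46.2 ± 7.35 (SD, n = 3) and an ERE with 1 mismatch, GGTCCGCTTGACC, at 63164813 to 63164825.

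Of the 20 listed genes, 11 had at least 1 site in at least 2 replicates for which they held the nearest TSS, and 10 had such a site in all 3 replicates. The count was 15 both with any site within 50 kb of a TSS and, in a setting chosen after seeing the data, with the nearest TSS of a protein-coding transcript. Greb1 (chromosome 12, 16670615 to 16800886, minus strand) held the nearest TSS of 3 sites and had 5 sites within its body, all in introns and called in all 3 replicates, with folds from 8.76 to 30.9. The strongest, at 16790511 to 16790710 in intron 1 of 34, had a fold of 30.9 ± 4.65 (SD, n = 3) and an ERE with 1 mismatch, GGTCAGGGTGCCC, at 16790610 to 16790622. Fkbp5 had 4 sites, the strongest at chromosome 17, 28431891 to 28432090, in intron 2 of 6 (fold 8.74 ± 1.82, SD, n = 3), where the best ERE had 4 mismatches. Cyp11a1 had 1 site, at chromosome 9, 58011611 to 58011810, in intron 1 of 3 of a Cyp11a1 transcript (fold 5.23 ± 1.53, SD, n = 3). It was called in ChIP replicates 2 and 3, while the fold in replicate 1 was 3.47. It contained an NR5A match and an ERE with 1 mismatch, AGTCATTCTGACC. Esr2, which encodes ERβ, had 1 site, intergenic at chromosome 12, 76184381 to 76184580, 7.22 kb upstream of its TSS (fold 8.03 ± 1.32, SD, n = 3). Esr2 had 2 sites within 50 kb of a TSS, 2 by the nearest protein-coding TSS and 1 within its body. For Fkbp5 these counts were 4, 4 and 3, and for Cyp11a1 they were 2, 1 and 1.

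**Figure D5:**
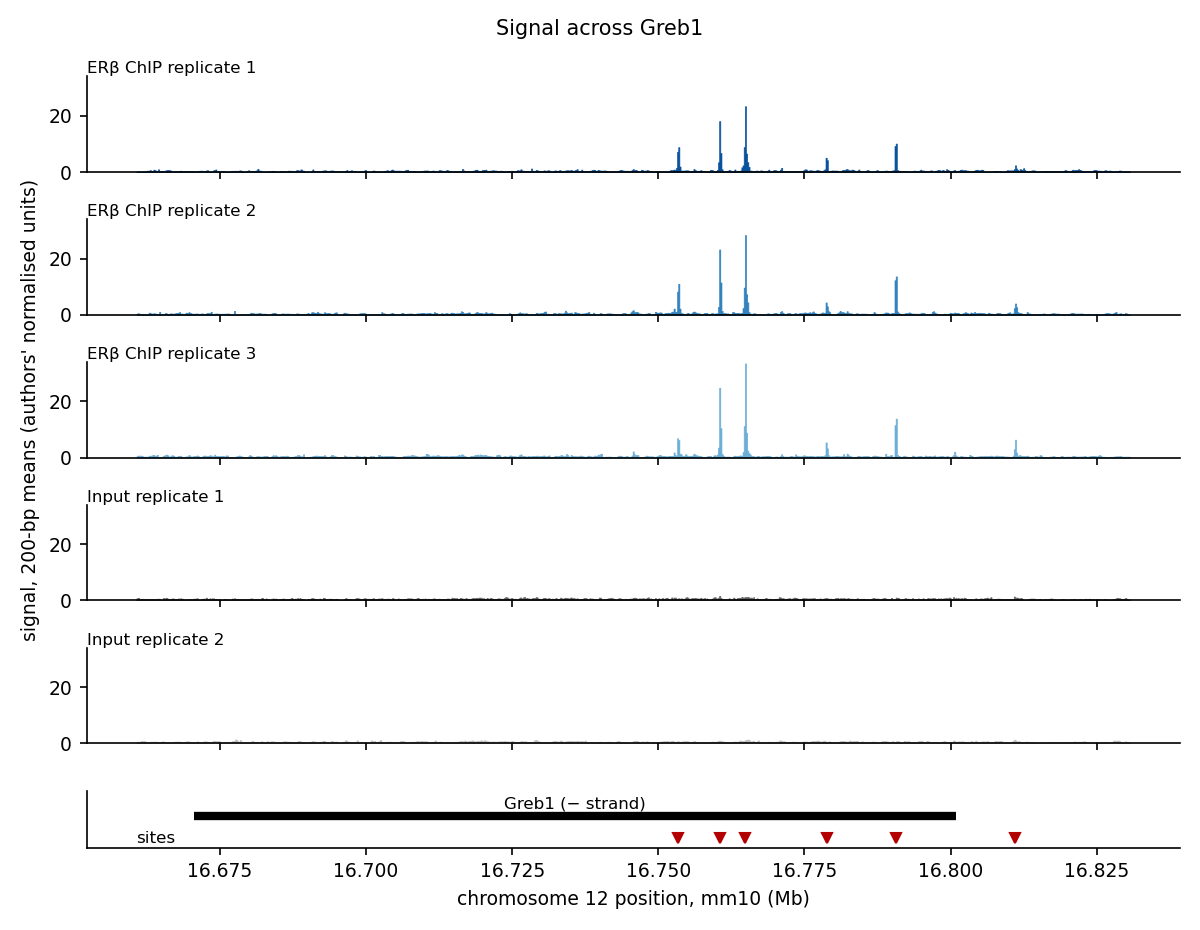
Mean signal in 200-bp bins (authors' normalised units) against position on chromosome 12 (Mb, mm10) across Greb1, with a panel for each ChIP replicate and each input on the same vertical scale. The bar at the bottom marks the gene and the triangles mark the 6 sites in at least 2 replicates in the region, of which 5 lie within Greb1 and 1 lies in the promoter of E2f6.

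Nr5a2 was not the nearest gene of any site by all annotated transcripts, and it had 4 sites by protein-coding transcripts. The strongest of these was intergenic at chromosome 1, 137177241 to 137177440, 217 kb upstream of Nr5a2 and 38.3 kb from the TSS of Gm25609 (fold 18.1 ± 1.05, SD, n = 3). At Cry2 no site passed the calls here. The strongest window within 50 kb of its TSS lay in its promoter, at chromosome 2, 92434271 to 92434470. Its fold was 2.40, 3.13 and 3.72 in ChIP replicates 1, 2 and 3 (3.08 ± 0.659, SD, n = 3), under the minimum of 4. The study did detect a site at the Cry2 promoter, and its qPCR on a further ChIP found ERβ binding there. The missing call is therefore no evidence that ERβ does not bind at Cry2. Among the other listed genes, Fshr had 3 sites, Nr5a1, Nrip1 and Gata4 had 2 each, and Inha, Hsd17b1 and Tgfbr1 had 1 each, with folds at their strongest sites from 7.49 at Hsd17b1 to 27.3 at Nr5a1. The sites at Inha, Hsd17b1 and Gata4 that were strongest lay in promoters. Dhh, Angpt2, Bhmt and Lrp8 held the nearest TSS of no site and had a site within 50 kb. Esr1, Pgr and Runx2 had no site within 50 kb, and their strongest windows had folds of 3.13 ± 1.35, 2.29 ± 1.33 and 2.51 ± 1.18 (SD, n = 3). The study counted Esr1 and Pgr among genes with the TSS nearest to an ERβ site, and it reported no site at Runx2.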

Values the study reported

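The study reported that between 25 and 31 M reads of each ChIP sample aligned to the genome. It gave 3175 ERβ sites shared by all 3 replicates and 4875 sites found in 2 or more. It placed 87% of the sites in introns or intergenic regions and 5% in promoters. Of its intronic sites, 36% were in intron 1 and 18% in intron 2. An ERE was found at 45.9% of its bound sequences, with a background of 3.6%, and the NR5A motif at 44.8%, with a background of 16.6%.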

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

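Contigs that are not placed on a chromosome were left out of every comparison above, and their signal was higher in all 3 ChIP libraries than in both inputs. The count of splits below was chosen only after the result had been seen. The 33 contigs held 0.196%, 0.211% and 0.224% of the signal in ChIP replicates 1, 2 and 3 (mean 0.210% ± 0.0138, SD, n = 3) and 0.135% and 0.195% in Input replicates 1 and 2 (mean 0.165% ± 0.0426, SD, n = 2). The gap between ChIP replicate 1 and Input replicate 2 was small beside the gap between the inputs, and the difference of the means was 0.0454 percentage points.

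Signal of a single contig was tested as the explanation. Without the contig with the most signal, the difference of the means was 0.0302 percentage points and every ChIP library stayed above both inputs. This argues against that contig as the whole cause. Taken singly, 16 of the 33 contigs had every ChIP library above both inputs. The order of the libraries by chance stays open: 1 of the 10 splits of the 5 libraries into 3 and 2 gave a difference as large, the real one, and 10 splits cannot give a share below 0.1. Contigs are rich in repeats, and reads shared between copies, the uniquely mapped reads kept by the authors and the different resolution of the tracks were not tested as causes. The difference may be technical, and a biological explanation, ERβ binding on these contigs, was not tested either.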

How the results depend on the processing

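The alternatives below were planned before the data were examined, except no height threshold, the input of the same batch, removal of GC content, the batch term, the block with GC content removed, 5-kb windows without sites, raw signal without extreme windows, and the protein-coding TSS, which were chosen after seeing the data.

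Counts of sites in at least 2 replicates (4268) and in all 3 (2921) stayed within 1.5 times under a distance of 100 or 500 bp, no local filter, rescaled tracks, either input alone, the input of the same batch and no height threshold, with ranges of 3675 to 4418 and 2429 to 3016. The lower input floor changed no site and so says nothing about stability. A fold minimum of 8 gave 1574 and 1023 sites. A false discovery rate of 0.0001, where the highest input maximum alone set the threshold, gave 1274 and 886. A fold minimum of 2 gave 3146 sites in at least 2 replicates, 1620 in all 3 and a share of 51.5%. Under that setting the height threshold rose to 4.42, 3.31 and 2.72 in ChIP replicates 1, 2 and 3, and the cause of the rise was not tested. Without one ChIP replicate each, sites in both others numbered from 3071 to 3799. The held-out fold was 12.9 with a minimum of 8 in the calling libraries and from 7.22 to 8.29 under the other settings.

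The 2326 higher windows numbered 591 with 5-kb windows, where 492256 windows were tested, and 3705 with GC content removed. The 65 lower windows numbered 30 with a pseudocount of 0.1, 42 with no filter, 250 with a mean signal of at least 0.5, 264 with 500-bp windows, 27 with 5-kb windows and 120 with the batch term. Across the fits that each left out one ChIP replicate, from 1261 to 2541 windows were higher and from 10 to 683 were lower, the lowest of both without ChIP replicate 2 and the highest count of lower windows without replicate 3. The causes of these changes were not tested. Leaving out an input replicate leaves 1 input, and these fits were not run.

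ChIP and input share the replicate numbers 1 and 2, and nothing in the labels says that a number marks a shared pool. Deviations from the group means correlated at 0.0362 for ChIP replicate 1 with Input replicate 1 and at -0.0111 for ChIP replicate 2 with Input replicate 2. With the replicate number as a block, 3427 windows were higher and 3207 lower, and with the block and GC content removed, 4268 were higher and 383 lower. The fits with a block had 1 residual degree of freedom. ChIP replicate 3 shares its number with no input, so it did not enter their contrast of ChIP and input. With the block alone, the log2 fold changes of the named windows equalled those without ChIP replicate 3. Leaving out that replicate with no block gave 2456 higher and 683 lower windows, so the counts with the block reflect both changes.

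The mean r between ChIP replicates was 0.654 in 5-kb windows, 0.612 in 5-kb windows without sites, 0.941 on raw signal, 0.505 on raw signal without extreme windows and 0.34 in 1-kb windows without sites. Between ChIP and input it was 0.685, 0.686 and 0.891 under the first 3 of these. The cause was not tested for the window size.

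The intron and intergenic share, 80.0% against 80.7% of background, was on the other side of its background with sites in all 3 replicates (80.1% against 79.8%), with folds of at least 8 (80.2% against 79.9%) and with protein-coding transcripts (88.2% against 87.6%), with p from 0.231 to 0.835. It fell below background past the threshold only against windows 5 kb downstream of each site (80.0% against 84.1%, Fisher's exact test, p = 1.39e-06). The promoter share stayed above background under all alternatives run, without reaching the threshold for folds of at least 8 (9.37%), where fewer sites were tested. The motif shares and the difference in strength with an ERE kept their direction and side of the threshold under all alternatives run. The share of signal in sites was higher in ChIP under each of them, and its p of 0.1 could not have gone lower in this design. The number of listed genes with a site, which has no test, ranged from 10 to 15. The named windows kept their sign and side of the threshold wherever they were tested, except the lower window in Tenm4, which lost its call under 4 settings. Their log2 fold changes depended on the pseudocount: that of the lower window on chromosome 3 was -1.74 with 0.1 and -0.36 with 1, and that of the window in Tenm4 was -1.57 and -0.31. Of the 5 strongest sites, only the third had a fold outside its SD over the replicates with a single input or rescaled tracks. For single genes, the number of sites depended on the rule that assigned sites to genes. The depth of the libraries is unknown from the tracks, so how far it limits the number of sites could not be computed.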

Other observations

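Some tests below were chosen only after the result had been seen: the test of GC content on the lower windows, both tests of the batch, the test on the spread of the chromosome X share, the test of raw signal without extreme windows, and the test of all NR5A matches.

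Chromosome X held a larger share of the signal in 1-kb windows in all 3 ChIP libraries (5.06%, 4.83% and 4.61% in replicates 1, 2 and 3) than in the inputs (4.36% and 4.49%), with a difference of the means of 0.412 percentage points. Signal in sites was not the cause, since over windows with no called site the difference was 0.439. Chromosome X had a lower median GC content (38.8%) than the autosomes (41.7%), and the libraries differed in how signal followed GC content. In windows with GC content from 25% to 35%, the median log2 signal relative to the mean of the libraries was 0.10 in ChIP replicate 1, 0.03 in replicate 2, -0.05 in replicate 3, -0.03 in Input replicate 1 and -0.06 in Input replicate 2. After every library was set to the same median per GC content, the SD of the chromosome X share over the ChIP libraries went from 0.225 to 0.0209 percentage points, so the spread among them is consistent with GC bias. The difference between ChIP and input went to 0.196, while the same step raised the difference between the inputs from 0.130 to 0.196, and every ChIP library stayed above both inputs. The rule set beforehand compared these last values and would have counted this as GC bias, but it depended on the rise between the inputs. With 2 inputs the rest of the difference and chance cannot be told apart. A biological explanation was not tested beyond the sites.

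The 65 windows with lower signal in ChIP had a median GC content of 49.8%, against 41.6% over all tested windows. With GC content removed, 49 windows in the genome were lower, 31 of them among the 65, which argues against GC content as the whole cause. Whether it contributed stays open, since some settings without any change of GC content lost about as many calls and others lost few. Of the 65, 30 were still called with a pseudocount of 0.1 and 31 with no filter on low windows, against 63 with a pseudocount of 1 and 65 with rescaled tracks. Single libraries also decided the count, with 47 lower windows without ChIP replicate 1 (15 of them among the 65), 10 without replicate 2 and 683 without replicate 3. With the track-name batch as a term, 60 of the 65 lower and 2201 of the 2326 higher windows were called as well. This argues against the track-name batch as their cause. The lower windows had a median signal of 0.668 in the inputs and 0.236 in ChIP. The different resolution of the tracks may contribute and was not tested, and no biological explanation was tested. An adjusted p under 0.05 allows some false calls over both directions together, so false calls may also be among the 65.

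Raw signal correlated at 0.891 on average between ChIP libraries and inputs. A few windows of extreme signal may account for this. Without the 130 windows in which an input was over 10 times its genome mean, the mean r was 0.414, below the 0.441 ± 0.0831 (SD) of log2 signal over the same windows. These windows held from 0.198% to 0.418% of the signal of each library. The strongest, at chromosome 2, 98666001 to 98667000, had a signal of 303, 390 and 388 in the ChIP replicates and of 178 and 291 in the inputs.

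Fewer sites were called in ChIP replicate 1 than in the others. Its held-out fold of 5.93 was the lowest of the 3 (8.38 and 7.94 in the others). Sites were called by the fold over the same inputs, so fewer calls and a lower fold are not separate observations. The held-out fold therefore cannot decide why fewer sites were called. The sites behind each held-out fold differ. The depth of each library is unknown from the tracks, and the study quotes a narrow range of aligned reads for the ChIP samples. The efficiency of the immunoprecipitation and differences in depth within that range were not tested.

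Of the 4268 sites, 1307 had no ERE match. As a set they were not calls without signal. In ChIP replicates 1, 2 and 3, each held out, against inputs that had taken part in the calls, the median fold at such sites was 5.41, 7.53 and 6.82, the 10th percentile was 2.97, 4.37 and 3.63, and 74.6%, 93.4% and 86.0% of them were over 4-fold. NR5A matches were present at 8.19% of them and in 0.672% of background windows without an ERE match. Whether an NR5A motif takes the place of the ERE stays open. Over all NR5A matches, 8.19% of sites without and 6.82% of sites with an ERE match had one (odds ratio 1.22, Fisher's exact test, p = 0.124). Leaving out matches that overlap an ERE gave 3.65% at sites with an ERE match, but that step can remove matches only there. Sequence at promoters may explain a part, as 11.4% of sites without and 9.05% with an ERE match were in promoters (odds ratio 1.29, Fisher's exact test, adjusted p = 0.0282 over 6 tests). That group holds 149 of the 1307 sites, so most sites without an ERE match lay elsewhere. The half-site AGGTCA was present at 49.7% of sites without an ERE match and in 12.1% of such background windows (Fisher's exact test, p = 9.58e-218). Many of the 1307 sites lay just past the cutoff of 2 mismatches. The best ERE had 3 mismatches at 1102 of them and 4 at 199. In background windows, these counts were 9034 and 9863. The set without an ERE match thus depended on the cutoff, and no test was run on these counts. GATA was also more frequent without an ERE match (24.7% against 20.4%, odds ratio 1.28, adjusted p = 0.00388), and such sites were less often in all 3 replicates (63.7% against 70.5%, odds ratio 0.731, adjusted p = 2.8e-05). AP-1 and FOXO did not differ (adjusted p = 0.509 and 0.108). Sites are not replicates of an animal, and these tests describe sites only.

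Most EREs with 0 mismatches in the genome lay outside sites. Of 2357 such EREs on the chromosomes analysed, 286 (12.1%) were in sites in at least 2 replicates. Low coverage was not the cause, since 12.5% of the 2294 EREs with input signal of at least 0.5 times its genome mean were in sites. Copies in repeats were not the cause either. The share was lower in soft-masked repeats (5.73% of 262) than outside them (odds ratio 0.395, Fisher's exact test, p = 0.000211), but outside repeats it was still only 13.3% of 2032. At EREs outside any site, the median fold of ChIP over input was 1.04. Closed chromatin at the other EREs may be a reason, and was not tested, as no measure of accessibility was used here.

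The share of sites in promoters here was 9.77%. That is higher than the value quoted from the study above. With protein-coding transcripts only it was 5.6%, so the annotation may account for part of the difference. The share of sites with an ERE here was 69.4%. That is higher than the value quoted from the study above. With at most 1 mismatch it was 34.3%, so the share depends on how the motif is matched. The share of sites with an NR5A match here was 7.24%. That is lower than the value quoted from the study above. The share of background windows with an NR5A match here was 0.834%. That is lower than the value quoted from the study above. The share of background windows with an ERE here was 8.67%. That is higher than the value quoted from the study above. Shares and backgrounds differed in the same direction for each motif, as when a motif is matched more strictly (NR5A, no mismatch allowed) or less strictly (ERE), so the lower NR5A share is not a weaker enrichment by itself.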
